A study of Mus musculus with 30 samples.

How the data were processed

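Messenger RNA was measured in mouse E14 embryonic stem cells, a male pluripotent line grown from the inner cell mass of the blastocyst. The 30 libraries came from 5 engineered lines, each sampled untreated and after 24 h of treatment, with 3 libraries in each of the 10 groups. An auxin-inducible degron (AID) is a tag that lets the plant F-box protein Tir1 mark a fused protein for proteasomal destruction once auxin is added. An FKBP degron does the same through the small molecule dTAG-13. Per the labels' protocols, auxin was given at 500 µM and dTAG-13 at 500 nM.

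The TIR1 line carries Tir1 without a degron fusion and is the control for auxin itself. The PDS5AB line carries AID fusions of PDS5A and PDS5B, and the WAPL line an AID fusion of WAPL. The PDS5AB-NIPBL and WAPL-NIPBL lines carry in addition an FKBP fusion of NIPBL and a HaloTag on the cohesin subunit RAD21, and received auxin with dTAG-13. They are called the combined lines below, and the PDS5AB and WAPL lines the single-cofactor lines. PDS5A, PDS5B, WAPL and NIPBL are cofactors of cohesin, the ring complex that extrudes chromatin loops.

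The deposited table holds raw counts of fragments per gene, per the file headers, which name featureCounts 2.0.1 in paired-end mode with an exon-level annotation summed by gene. The command recorded there sets no strand option, so reads were counted without regard to strand, although the labels describe stranded polyA libraries. It also sets no option for multi-mapping or multi-gene fragments, so such fragments were dropped. The gene models are GENCODE vM23 on mouse genome GRCm38, per the file headers. Dropping ambiguous fragments lowers the counts of gene families with near-identical copies, and ignoring strand lets antisense transcripts add to a gene, so both kinds of gene are reported as uncertain. The table has 55421 genes, and 55154 of their identifiers (99.5%) were matched to a symbol. Coordinates are those of the deposited table. No further column of values per library was present, and no row lacked a gene name.

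Total counts ranged from 19632704 to 45539021 fragments per library. No pair of libraries held identical counts. Pearson's r of log2 CPM (counts scaled to library size by edgeR's cpm) between replicates of a group was at least 0.987, with a median of 0.991, and the common biological coefficient of variation was 9.15%.

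Differential expression was tested on the counts with edgeR 4.0.16 in R 4.3.3. All 30 libraries entered a model with a mean for each of the 10 groups, so that every comparison used the same dispersion estimates with 20 residual degrees of freedom. Genes were kept by filterByExpr (minimum count 10), which left 19868, and library sizes were scaled by TMM, with factors from 0.950 to 1.13. The quasi-likelihood F-test was followed by Benjamini-Hochberg adjustment over the 19868 genes, and a gene was called at an adjusted p under 0.05. The 14 contrasts were the treatment effect in each line, the untreated level of each degron line against untreated TIR1 (its baseline), and differences between treatment effects. Log2 fold changes are given with standard errors derived from the F statistic. CPM values are TMM-scaled. Where every library of a group had 3 counts or fewer, a fold change is given as a bound computed against 3 counts.

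Effects were compared by correlation across the 19868 genes, which are not independent replicates. The size of a combined-line effect relative to the single-cofactor effect was measured as a slope through the origin. It was computed over genes called in the other single-cofactor line, whose libraries enter neither axis. The spread between replicates of these values was taken from effects computed with same-numbered single replicates. Every single-replicate value lay below the value from all libraries, so this spread is not the standard error of the value given. Fixed lists of genes (7 lists against 5 treatment effects, 35 tests) were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 35 tests.

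Genes named in the text follow a rule fixed in advance. For each treatment effect the rule takes the 3 largest changes per direction, and for each baseline or difference the largest in each direction. The gene had to be called and to have a mean of at least 50 counts, and its groups had to be fully separated for treatment effects and baselines. The tagged genes and the 3 largest called members of each list were added. A result for 1 gene that met the rule is not reported here. The tests, lists, naming rule and alternatives were chosen before the data were examined, except where stated. The alternatives were RLE size factors, DESeq2 1.42.0, no filter on low counts, fits on the compared groups alone, a 2-fold minimum, a block for replicate number, and leaving out each replicate in turn. For the correlations, slopes and list tests other gene sets, estimators and tests were also tried. For single genes the alternatives cover every named gene in the effects where it was called, and each tagged gene in its own line. They were narrowed to these after uncalled genes were seen to change sign between settings. The ratio of root mean squares of 2 effects was added as a measure after the data were seen.

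Replicate numbers were checked for pairing through the correlation of same-numbered treated and untreated libraries' deviations from their group means. It exceeded 0.1 in every pair of the PDS5AB (0.333, 0.109 and 0.296), WAPL (0.331, 0.228 and 0.207), PDS5AB-NIPBL (0.163, 0.222 and 0.207) and WAPL-NIPBL lines (0.186, 0.249 and 0.195). In these lines the numbers pair the samples, by this correlation. The TIR1 line gave 0.0574, -0.0102 and -0.00525, and its numbers do not.

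Library numbers in the labels run from 1 to 21 for untreated TIR1 and both PDS5AB groups and from 25 to 45 for the other 7 groups, and are treated here as a possible pair of library sets. The labels do not name them as batches. The treatment effects in all 4 degron lines lie within a set. The TIR1 effect and the baselines of the WAPL, PDS5AB-NIPBL and WAPL-NIPBL lines compare libraries of different sets, so no value within a set exists for them and the set cannot be told apart from the group.

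The scripts were tested on simulated data with the real means and library sizes. Of 200 genes changed 2-fold among 19868, edgeR recovered 72.5%, with 4.61% unchanged genes among the calls. DESeq2 recovered 85.1% of the changed genes to which it gave an adjusted p. The shares are not over the same genes and do not rank the methods. An unchanged effect gave 0 calls. A simulated slope of 0.5 was recovered as 0.454, so noise in the fold changes lowers the slopes given here.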

Results

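The series asked how the dosage of cohesin cofactors shapes gene expression, by comparing acute loss of PDS5A and PDS5B or of WAPL, alone or together with NIPBL, in mouse embryonic stem cells. Polyadenylated RNA from 5 lines was sequenced before and after 24 h of treatment, with 3 libraries in each of 10 groups. The library totals ran from 19632704 fragments, in treated PDS5AB-NIPBL cells, to 45539021, in auxin-treated TIR1 cells. Of 55421 annotated genes, 19868 were tested.

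Transcripts of the tagged genes were examined first. Degrons act on protein, so these values describe the alleles and say nothing about protein loss. Pds5a (ENSMUSG00000029202, GRCm38 chromosome 5, 65605721 to 65698273, minus strand) stood at 224 CPM ± 14.7 (SD, n = 3) in untreated TIR1 cells. It stood at 83.4 ± 8.40 CPM in untreated PDS5AB cells and at 99.5 ± 10.4 CPM in untreated PDS5AB-NIPBL cells. The log2 differences from TIR1 were -1.42 (SE 0.101, adjusted p = 2.4e-12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.17 (SE 0.101, edgeR adjusted p = 2.76e-10). Pds5a overlaps 3 genes on the opposite strand, so its level is uncertain to that extent. Pds5b differed little between untreated PDS5AB and TIR1 cells (113 ± 5.18 and 110 ± 9.59 CPM, edgeR adjusted p = 0.735). It was higher than in TIR1 in untreated PDS5AB-NIPBL and WAPL-NIPBL cells, by log2 0.35 and 0.30 (edgeR adjusted p = 0.000774 and 0.00358). Pds5b overlaps 1 gene on the opposite strand. Untreated libraries of the WAPL line and the combined lines are numbered apart from untreated TIR1, so their baselines have no value within a library set.

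Wapl (chromosome 14, 34673928 to 34747983) was lower in untreated WAPL cells than in untreated TIR1 cells, at 176 ± 12.2 against 291 ± 13 CPM (log2 -0.73, SE 0.0766, edgeR adjusted p = 5.25e-08). In untreated WAPL-NIPBL cells it stood at 298 ± 14.9 CPM, which did not differ from TIR1 (edgeR adjusted p = 0.781). Nipbl (chromosome 15, 8290617 to 8444463) was at 70.0 ± 4.67 CPM in untreated WAPL-NIPBL cells (log2 -0.93, SE 0.106, edgeR adjusted p = 8.29e-08). Untreated PDS5AB-NIPBL cells had 121 ± 9.50 CPM against 134 ± 8.06 CPM in TIR1, a difference that was not called (edgeR adjusted p = 0.311). Rad21 (chromosome 15, 51962240 to 51991747) was lower than in TIR1 by log2 -0.36 in untreated PDS5AB-NIPBL and -0.39 in untreated WAPL-NIPBL cells (edgeR adjusted p = 1.66e-05 and 1.03e-05), the lines that carry the HaloTag on RAD21. In untreated PDS5AB cells its log2 difference was -0.18 (Rad21, PDS5AB untreated baseline against TIR1; edgeR adjusted p = 0.0173). That call was lost without untreated PDS5AB replicate 1 (edgeR adjusted p = 0.0617) or untreated TIR1 replicate 3 (0.0538), without the filter on low counts (0.165) and with the compared groups alone (0.0766). Over all alternatives its edgeR or DESeq2 adjusted p ran from 0.00673 to 0.165.

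On treatment, Pds5a fell by 0.46 on the log2 scale in the PDS5AB line (SE 0.101, edgeR adjusted p = 0.000373). In the WAPL line it fell by 0.36 (Pds5a, WAPL depletion effect; edgeR adjusted p = 0.00558). This call was lost without auxin-treated WAPL replicate 1 (edgeR adjusted p = 0.0621) and with the compared groups alone (0.0756), and over all alternatives adjusted p ran from 7.87e-08 to 0.0756. In the PDS5AB-NIPBL line its change of -0.24 was not called (edgeR adjusted p = 0.0925), but was called in the paired fit (0.000293 with the replicate block in edgeR, with a range of 0.000293 to 0.358 over all alternatives). Wapl in the WAPL line changed by -0.04 (edgeR adjusted p = 0.747). The Wapl change of -0.16 in the WAPL-NIPBL line passed only in the paired fit (edgeR adjusted p = 0.231 without and 0.00906 with the replicate block, with a range of 0.00906 to 0.515). Nipbl changed by -0.01 and -0.11 in the PDS5AB-NIPBL and WAPL-NIPBL lines, with edgeR adjusted p of 0.979 and 0.643. Pds5b was not called in the PDS5AB or PDS5AB-NIPBL line (edgeR adjusted p = 0.535 and 0.659). In the TIR1 line, Wapl rose by log2 0.33 and Nipbl by 0.36 (edgeR adjusted p = 0.0025 and 0.0127). The Nipbl call was lost without untreated TIR1 replicate 2 (edgeR adjusted p = 0.0546, with a range of 4.96e-07 to 0.0546). Rad21 fell by 0.41 in the PDS5AB line and by 0.24 in the WAPL line (edgeR adjusted p = 1.61e-06 and 0.00231). The call in WAPL was lost with the compared groups alone (0.105, with a range of 2.23e-06 to 0.105). In the PDS5AB-NIPBL and WAPL-NIPBL lines the Rad21 changes of -0.13 and -0.12 were called only with the replicate block (edgeR adjusted p = 0.117 and 0.218 without it, 0.00512 and 0.0125 with it). Over all alternatives these ran from 0.00512 to 0.354 and from 0.0125 to 0.575.

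**Figure D1:**
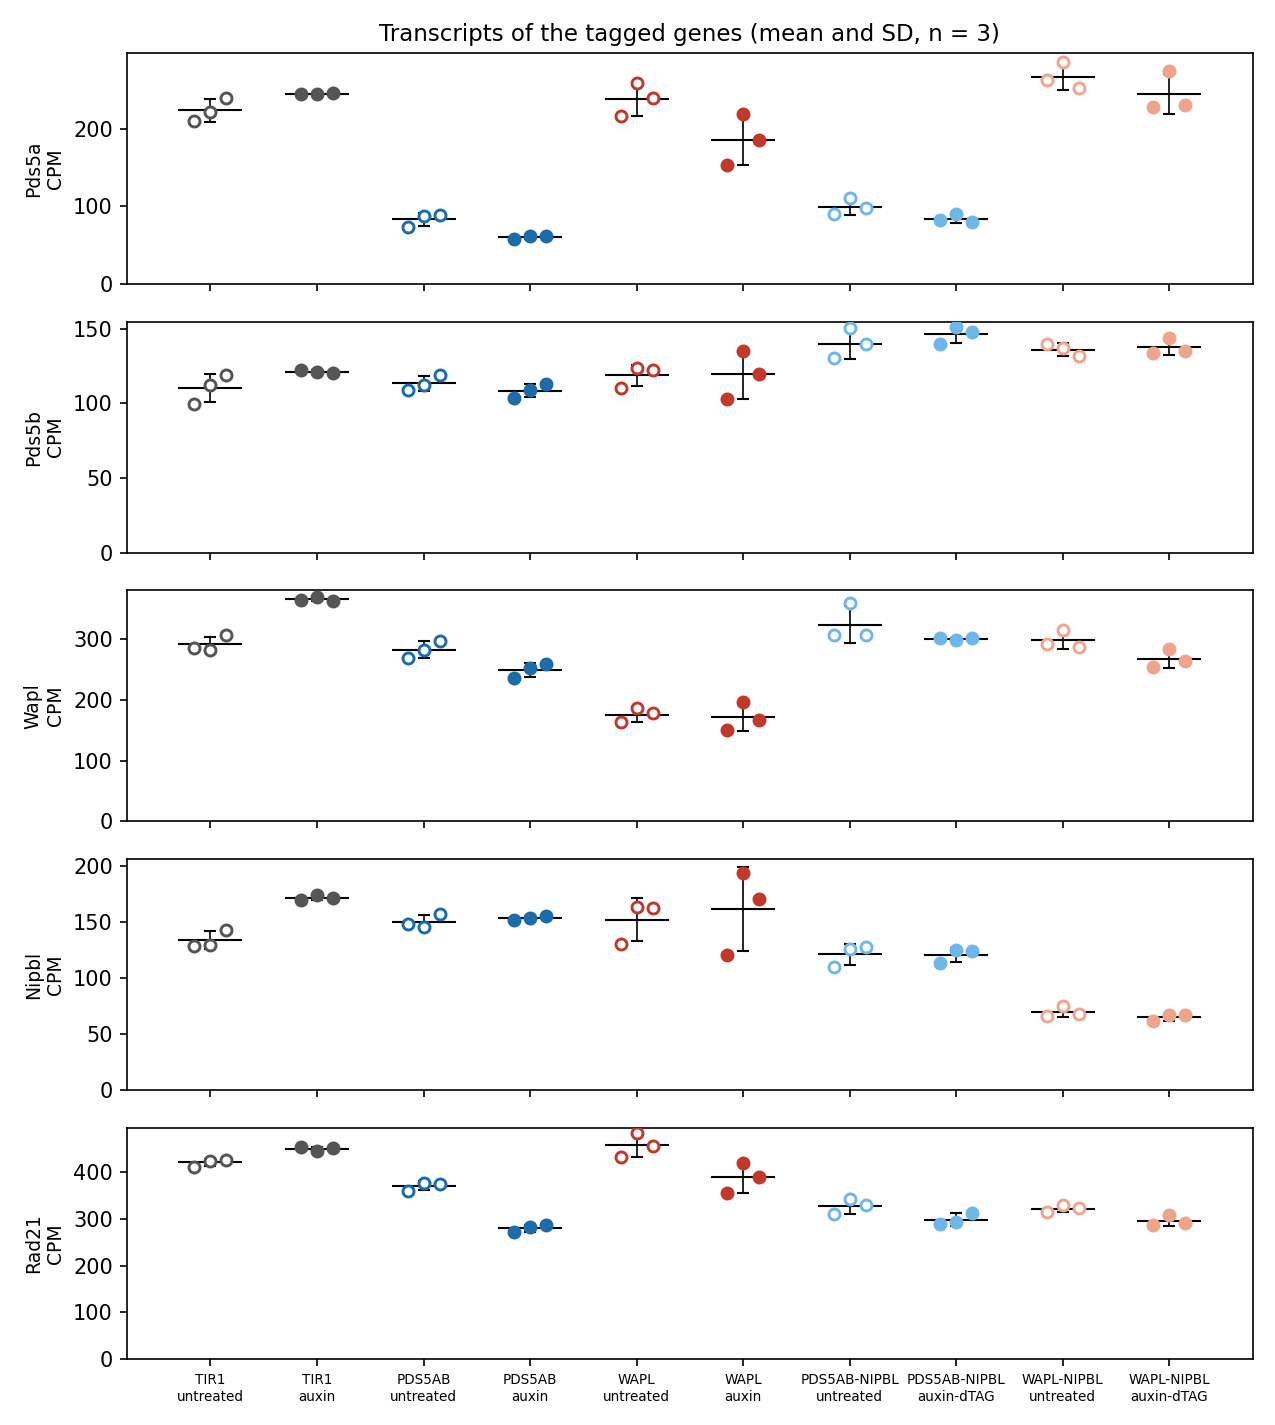
CPM of the 5 tagged genes in every library; open circles are untreated and filled circles treated libraries, with the mean and SD of each group (n = 3) in black. Untreated PDS5AB and PDS5AB-NIPBL cells had 83.4 and 99.5 CPM of Pds5a against 224 CPM in TIR1, and Nipbl stood lowest in the WAPL-NIPBL line.

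The first component of log2 CPM held 36.2% of the variance and placed the PDS5AB libraries apart from the others. On it the treated libraries of each degron line also lay below its untreated libraries, and those of TIR1 did not. The second component held 13%. On the second component, the treated libraries of each line, TIR1 included, lay below its untreated libraries.

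**Figure D2:**
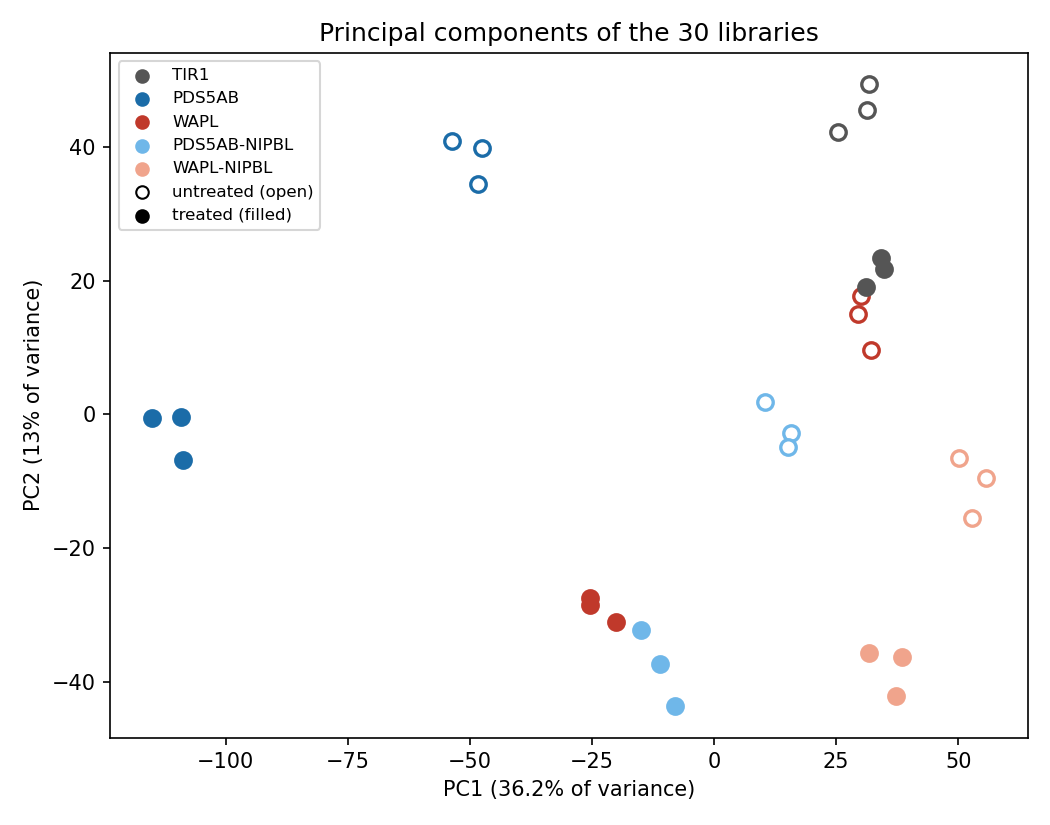
Principal components of log2 CPM over the 19868 tested genes; each circle is a library, coloured by line, open when untreated and filled when treated. The 3 libraries of each group lie close together, and each line's treated libraries lie lower on the second axis (13% of the variance) than its untreated ones.

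The TIR1 line measured what auxin does without a degron target. Auxin changed 3962 genes, 2057 higher and 1905 lower. Requiring at least a 2-fold change moved this count most, to 733 genes, of which 282 were higher and 451 lower. The untreated and auxin-treated TIR1 libraries fall on either side of the break in library numbers, so this effect has no value within a library set. Cyp1a1 (ENSMUSG00000032315, chromosome 9, 57687928 to 57703824) rose from 0.436 ± 0.0440 to 66.6 ± 7.69 CPM (n = 3 each), a log2 fold change of 7.24 (SE 0.201, edgeR adjusted p = 9.22e-22). Cyp1b1 (chromosome 17, 79701537 to 79715061) had at most 3 counts in each untreated TIR1 library and was at least 92.5-fold higher after auxin. The pseudogene Gm13577 was the next largest rise (log2 3.36, SE 0.252, edgeR adjusted p = 1.28e-10), and it is uncertain because it shares sequence with its parent gene. Its level followed library number in every line. It lay between 0.641 and 0.764 CPM in the 3 groups numbered up to 21 and between 5.43 and 6.51 CPM in the other 7 groups.

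The largest falls in the TIR1 line were Gm25911, Gm15564 and Mir6236, with log2 fold changes of -4.05, -3.44 and -3.05 (edgeR adjusted p = 0.000115, 0.00104 and 0.00291). Replicates of the untreated group disagreed on these short or antisense features. Without untreated TIR1 replicate 1 the log2 fold changes of Gm25911 and Gm15564 were -2.01 and -2.07, still called (Gm25911, TIR1 auxin effect and Gm15564, TIR1 auxin effect; edgeR adjusted p = 0.0148 and 0.038). Over all alternatives adjusted p ran from 1.09e-56 to 0.0148 and from 1.12e-142 to 0.038. Mir6236 (chromosome 9, 110281287 to 110281409) stood at 325 CPM in untreated TIR1 replicate 1 and at 71.1 and 51.5 CPM in the other replicates. Without that library its log2 fold change was -1.76 and it was no longer called (edgeR adjusted p = 0.0765, with a range of 2.27e-214 to 0.0765 over all alternatives in edgeR and DESeq2). Gm15564 lies antisense to Parp9 and Kpna1, and its count is uncertain.

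Loss of PDS5A and PDS5B changed the most genes. In the PDS5AB line 9134 genes were called, 5120 higher and 4014 lower, and 2574 of them changed at least 2-fold (2173 higher and 401 lower). With the replicate block the count was 11255 (6098 higher and 5157 lower). Besides Cyp1b1 and Cyp1a1 (log2 4.10 and 3.71), the largest rise was in Epn3 (chromosome 11, 94489599 to 94499974), from 0.578 ± 0.0899 to 9.19 ± 2.75 CPM (log2 3.99, SE 0.345, edgeR adjusted p = 1.54e-10). The largest fall was in Spry4 (chromosome 18, 38586247 to 38601415), from 15.1 ± 10.9 to 0.334 ± 0.328 CPM (log2 -5.54, SE 0.476, edgeR adjusted p = 1.38e-10). Spry4 overlaps 2 genes on the other strand. Slc7a3 (chromosome X, 101079210 to 101086020) fell from 96.5 ± 8.25 to 11.1 ± 0.918 CPM (log2 -3.11, SE 0.137, edgeR adjusted p = 1.29e-16). The antisense gene 6330410L21Rik fell by 2.90 on the log2 scale, and its fragments cannot be separated from those of Egf.

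Loss of WAPL changed 6517 genes, 3385 higher and 3132 lower, and 1752 at least 2-fold (1289 higher and 463 lower). With the replicate block the count was 8960, and the larger share turned to lower (4386 higher and 4574 lower). Cyp1b1, Cyp1a1 and Gpld1 rose most (log2 5.58, 4.53 and 3.60). Gpld1 (chromosome 13, 24943152 to 24992501) went from 0.860 ± 0.285 to 10.7 ± 4.30 CPM (edgeR adjusted p = 2.7e-10) and overlaps Mrs2 on the other strand. Scn3a (chromosome 2, 65457118 to 65567627) fell most, from 6.65 ± 0.697 to 0.384 ± 0.0607 CPM (log2 -4.09, SE 0.258, edgeR adjusted p = 3.87e-13). Ceacam1 (chromosome 7, 25461707 to 25477603) and Spry4 followed, with log2 fold changes of -3.49 and -3.41 (edgeR adjusted p = 1.68e-14 and 5.56e-07). Scn3a and Ceacam1 each overlap 1 gene on the other strand, for Ceacam1 4732471J01Rik.

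When NIPBL was degraded together with PDS5A and PDS5B, 3874 genes were called, 2273 higher and 1601 lower, and 831 changed at least 2-fold. In the paired fit, with the replicate block, the count was 6377. Cyp1a1 rose by log2 4.72 (SE 0.202, edgeR adjusted p = 2.19e-16) and Cyp1b1 at least 15.0-fold. Spry4 and Ceacam1 fell most, by log2 -4.52 and -4.01 (edgeR adjusted p = 2.22e-08 and 1.31e-12). Ankk1 rose at least 3.30-fold from a group with 3 counts or fewer per library. Pkhd1 fell at least 1.77-fold to such a group, and its call (edgeR adjusted p = 0.0394) was lost in each of the 6 fits that left out a library, where adjusted p ranged from 0.0589 to 0.122 (Pkhd1, PDS5AB-NIPBL depletion effect). Over all alternatives it ran from 0.00624 to 0.122. Pkhd1 overlaps 1 gene on the other strand.

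When NIPBL was degraded together with WAPL, 1702 genes were called, 1016 higher and 686 lower, and 347 changed at least 2-fold. With the replicate block the count was 4152. Cyp1b1, Cyp1a1 and Htr5a rose most (log2 5.70, 4.89 and 2.87). Htr5a (chromosome 5, 27842149 to 27855088) went from 5.85 ± 1.68 to 42.5 ± 11.4 CPM (edgeR adjusted p = 1.14e-09). Spry4, Inhbb and Enox1 fell most, with log2 fold changes of -3.69, -2.72 and -2.55 (edgeR adjusted p = 2.49e-05, 3.74e-06 and 0.000231). Enox1 overlaps 6 genes on the other strand.

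The treatment effects of the degron lines include what auxin itself does, and several of these genes also changed in the TIR1 line. There Spry4 went from 9.04 to 1.48 CPM, Enox1 from 5.04 to 0.770, Inhbb from 28.4 to 10.7 and Slc7a3 from 99.6 to 46.5 CPM. Htr5a went from 3.33 to 15.6 and Gpld1 from 0.774 to 3.30 CPM. All 6 were called in TIR1 (edgeR adjusted p from 1.91e-07 for Slc7a3 to 0.00026 for Inhbb), an effect that compares different library sets. The combined-line effects were not tested against the TIR1 effect.

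**Figure D3:**
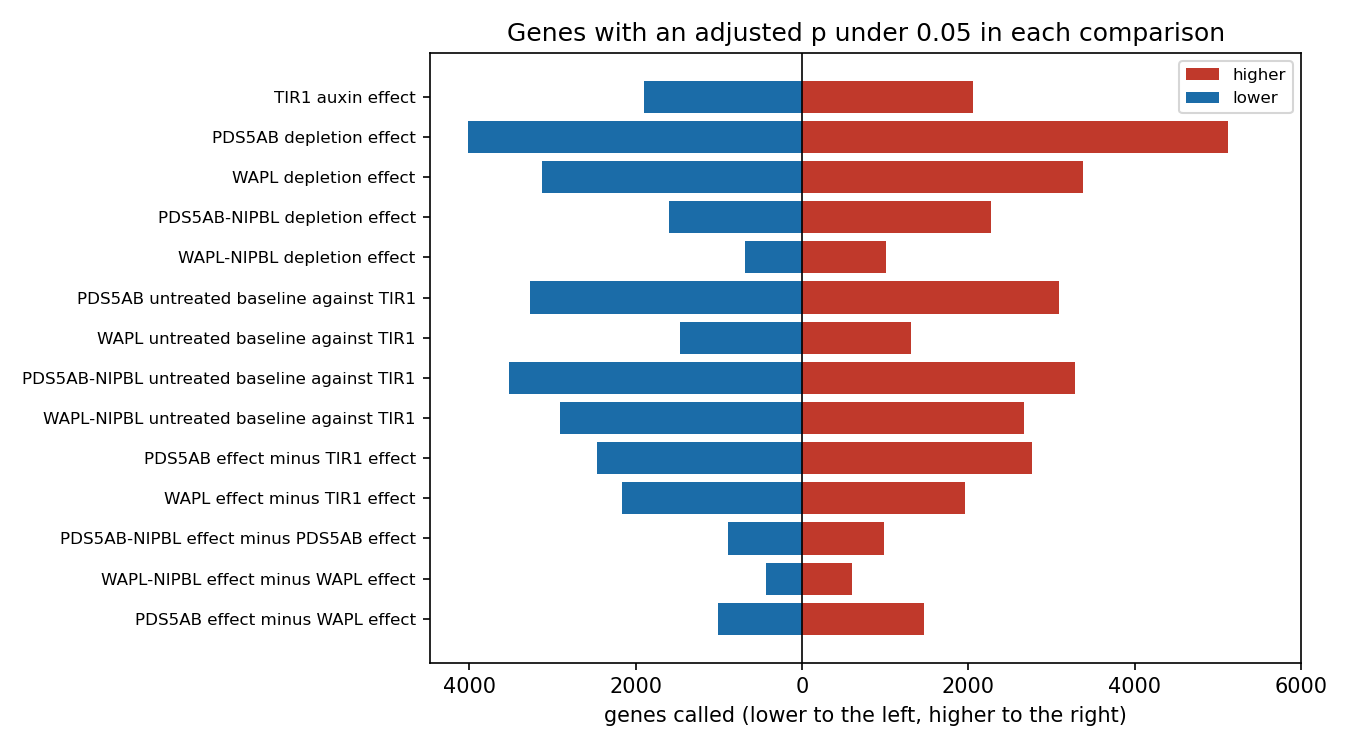
Number of genes with an adjusted p under 0.05 in each of the 14 comparisons; bars to the right count genes that were higher and bars to the left genes that were lower. The treatment effects run from 9134 genes in the PDS5AB line to 1702 in the WAPL-NIPBL line.

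The effects of losing PDS5A and PDS5B and of losing WAPL were related across genes. Pearson's r between their log2 fold changes was 0.612, and Spearman's rho 0.586. Restricting to genes with a mean of at least 50 counts moved it most, to r = 0.680. The 2 effects shared 4625 called genes, against 2996 if calls were independent, and 4395 of the shared genes (95.0%) changed in the same direction. The auxin effect in the TIR1 line was less related to either, with r = 0.249 to the PDS5AB effect and 0.138 to the WAPL effect. None of these correlations uses a library in both effects.

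The combined-line effects resembled those of the single-cofactor lines and were smaller over the genes compared. The correlation was 0.555 between PDS5AB and PDS5AB-NIPBL, 0.474 between WAPL and WAPL-NIPBL and 0.438 between the combined lines. Of the genes called in both PDS5AB and PDS5AB-NIPBL, 97.6% changed the same way, and 98.2% of those called in both WAPL and WAPL-NIPBL. Over 6517 genes called in the WAPL line, the PDS5AB-NIPBL effect regressed on the PDS5AB effect with a slope of 0.578. The single-replicate slopes ran from 0.482 to 0.506, with an SD of 0.0132. The absolute change was smaller in the combined line for 73.3% of these genes. Over 9134 genes called in the PDS5AB line, the slope of the WAPL-NIPBL effect on the WAPL effect was 0.411, and 75.4% of genes changed less. Its single-replicate slopes ran from 0.3495 to 0.374 (SD 0.0124). In both lines these lay below the slope from all libraries, so neither SD is the error of that slope. The slopes depended on which effect was placed on the x axis. The inverse of the reverse slope was 1.02 for PDS5A/B and 1.12 for WAPL, so the slopes alone do not fix the ratio of the effects. The ratio of root mean squares, a measure chosen after seeing the data, was 0.766 and 0.679. Genes called in the other single-cofactor line may favour large changes on the x axis, so these measures may overstate the attenuation.

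**Figure D4:**
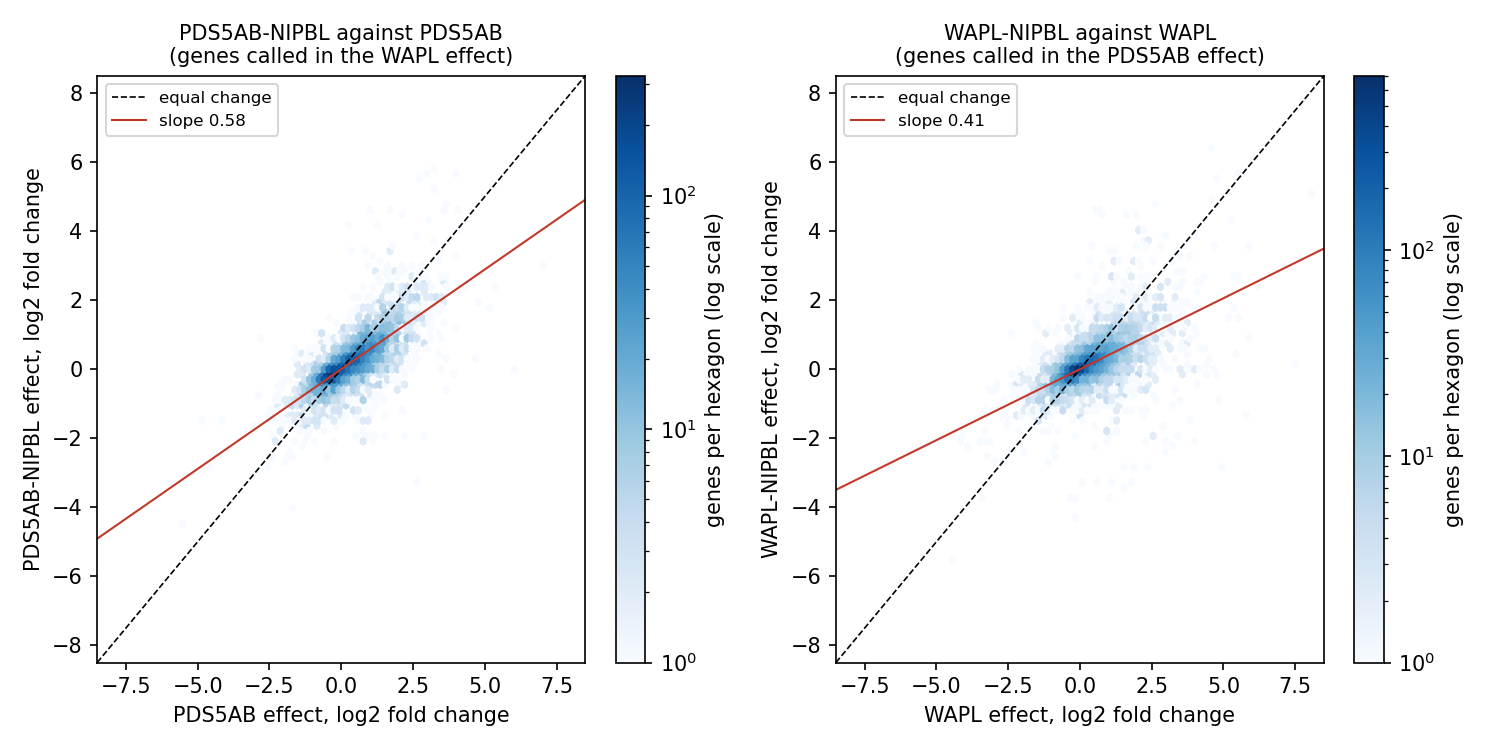
Log2 fold change in a combined line (y axis) against the matching single-cofactor line (x axis), as counts of genes per hexagon on a log colour scale; each panel shows the genes called in the other single-cofactor line. The red lines have slopes of 0.58 and 0.41 and the dashed lines mark equal change.

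There were 967 genes called in all 4 depletion effects with the same sign, 572 higher and 395 lower, and 2276 with the replicate block. Of the 967, 523 were not called in the TIR1 auxin effect, and 391 were called there with the same sign. Of the 4395 genes shared by the single-cofactor effects, 2020 were called in neither combined line. With the replicate block there were 6240 genes called in both single-line depletion effects with the same sign, a larger set, and 1974 of these were called in neither combined line (genes called in both single-line depletion effects with the same sign and in neither double-line effect, a check chosen after seeing the data).

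Differences between effects were tested directly. The PDS5AB effect differed from the TIR1 effect at 5224 genes, and the WAPL effect differed from it at 4122 (7983 and 7034 with the replicate block). The PDS5AB-NIPBL effect differed from the PDS5AB effect at 1879 genes, 988 with a more positive and 891 with a more negative fold change in the combined line. Among differences of at least 2-fold the split was 88 and 330. The WAPL-NIPBL effect differed from the WAPL effect at 1032 genes (602 and 430, and 135 and 155 at 2-fold or more), and the PDS5AB effect from the WAPL effect at 2481 genes (1466 and 1015). With the replicate block these 3 counts were 4847, 3070 and 5422. Mobp (chromosome 9, 120149707 to 120181484) fell by 2.84 on the log2 scale in the PDS5AB line and rose by 0.91 in the PDS5AB-NIPBL line, a difference of 3.74 (SE 0.288, edgeR adjusted p = 8.85e-10). Has2 (chromosome 15, 56665627 to 56694539) fell by 2.32 in the WAPL line and rose by 0.82 in the WAPL-NIPBL line, a difference of 3.13 (SE 0.352, edgeR adjusted p = 9.47e-07). Has2 overlaps Has2os on the other strand.

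The untreated lines also differed from one another. Against untreated TIR1 cells, 6362 genes were called in PDS5AB, 2785 in WAPL, 6809 in PDS5AB-NIPBL and 5572 in WAPL-NIPBL cells. The WAPL count fell to 1598 without untreated WAPL replicate 2 and to 1637 without untreated TIR1 replicate 2. Fkbp6 (chromosome 5, 135291704 to 135350044) was at 67.4 ± 3.55 CPM in TIR1 and at 0.771 ± 0.0479 CPM in PDS5AB cells (log2 -6.44, SE 0.145, edgeR adjusted p = 2.19e-24), and Otx1 was higher in PDS5AB cells (log2 5.37, SE 0.370, edgeR adjusted p = 1.15e-12). Gm13577 was higher in WAPL cells (log2 3.26). Gm35021 was higher and Ankk1 at least 14.2-fold lower in PDS5AB-NIPBL cells, and Platr15 was higher in WAPL-NIPBL cells (log2 4.04).

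Of 35 tests of fixed gene lists with camera, 17 passed an adjusted p under 0.05. All 17 held under fry, and 9 held with the inter-gene correlation estimated from the data. With treated and untreated labels redrawn within lines, a median of 8 tests passed and at most 15. Of 15 naive pluripotency genes, 14 were called in the PDS5AB line, 12 in WAPL, 12 in PDS5AB-NIPBL and 11 in WAPL-NIPBL, all of them lower. Adjusted over the list alone the counts were 14, 12, 14 and 12. The list passed in these 4 effects (camera adjusted p = 8.92e-13, 1.33e-09, 3.91e-12 and 8.92e-13), also with the estimated correlation. It did not pass in the TIR1 line (camera adjusted p = 0.617), where 4 members were higher and 3 lower. Prdm14 (chromosome 1, 13113457 to 13127163) fell by 1.42, 1.27, 1.01 and 0.68 on the log2 scale in the same 4 effects, and Zfp42 (chromosome 8, 43295063 to 43306980) by 1.30, 0.86, 0.79 and 0.66. In the TIR1 line Zfp42 fell by 0.39 and Prdm14 was not called (edgeR adjusted p = 0.000268 and 0.57).

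Targets of p53 were shifted upwards in all 5 effects (camera adjusted p from 8.92e-13 in PDS5AB-NIPBL to 0.00468 in WAPL-NIPBL), and 11 of 18 were called higher in the TIR1 line. In PDS5AB 15 were called higher and 1 lower, and in WAPL 10 higher and 1 lower. Only the PDS5AB-NIPBL test held with the estimated correlation (adjusted p = 0.0223). Over the 18 genes alone 13 were called in TIR1, 16 in PDS5AB, 12 in WAPL, 16 in PDS5AB-NIPBL and 4 in WAPL-NIPBL, against 11, 16, 11, 16 and 3 over all genes. Btg2 rose by log2 1.18 in PDS5AB and 0.38 in TIR1 cells (SE 0.0928 and 0.0923, edgeR adjusted p = 2.4e-11 and 0.00392). Aryl hydrocarbon receptor targets passed in TIR1, PDS5AB-NIPBL and WAPL-NIPBL (camera adjusted p = 2.08e-10, 0.00468 and 3.98e-05), and under fry in every effect. Over the list alone 6, 5, 6, 5 and 4 members were called in TIR1, PDS5AB, WAPL, PDS5AB-NIPBL and WAPL-NIPBL, against 6, 5, 6, 4 and 3 over all genes. Ahrr rose by log2 5.33 in the TIR1 line and by 2.20 in the WAPL line (edgeR adjusted p = 4.72e-11 and 1.02e-05).

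The 2-cell-like list passed in the PDS5AB and WAPL effects (camera adjusted p = 0.004 and 4.11e-08), with 12 and 11 of 14 tested members called higher, and in the combined lines no member was called (2 and 1 at an unadjusted p under 0.05 in PDS5AB-NIPBL and WAPL-NIPBL). The median log2 fold change of the list was 1.24 in PDS5AB, 2.15 in WAPL, 1.20 in PDS5AB-NIPBL and 0.52 in WAPL-NIPBL. The PDS5AB-NIPBL median includes fitted values of members whose untreated libraries had 3 counts or fewer. It therefore does not show a rise as large as in PDS5AB. Computed against 3 counts, Usp17la rose there by at least log2 0.743 and Zscan4d by at least 0.392. Zscan4d and Usp17la had at most 5 counts in any PDS5AB-NIPBL library, so the absence of calls there does not show an absence of change. Over the list alone the counts were again 12 and 11. With the estimated correlation it held in WAPL alone (adjusted p = 0.0177). Zscan4d rose by log2 1.30 and 2.45 and Usp17la by 1.55 and 3.16 in the PDS5AB and WAPL lines. These are multicopy families whose shared fragments were dropped, so their levels are uncertain. Clustered protocadherins passed in the WAPL effect (camera adjusted p = 0.0162), but not with the estimated correlation (0.127) or without replicate 2 (0.187, with a range of 2.45e-05 to 0.187 over all alternatives). In TIR1, PDS5AB, WAPL, PDS5AB-NIPBL and WAPL-NIPBL 1, 13, 9, 8 and 4 members were called, and 1, 12, 8, 10 and 5 over the list alone. These overlapping genes had few counts. Pcdha5 had a mean of 3.10 counts and Pcdhga6 of 4.80, and both are uncertain. The cohesin and cofactor list was shifted upwards in TIR1 and downwards in PDS5AB (camera adjusted p = 0.0171 and 0.0119). Neither passed with the estimated correlation, and the TIR1 shift did not pass without replicate 1 (0.0516, with a range of 0.00369 to 0.505). In TIR1, PDS5AB and WAPL 4, 8 and 6 members were called, and 4, 10 and 6 over the list alone. In the combined lines 0 were called by either adjustment without the replicate block, with 6 and 3 at an unadjusted p under 0.05. With the block, members Pds5a and Rad21 were called in PDS5AB-NIPBL (edgeR adjusted p = 0.000293 and 0.00512). Member Rad21 was called in WAPL-NIPBL (0.0125), so the absence of calls depends on the fit. The early differentiation list passed in no effect with camera (smallest adjusted p = 0.136, in WAPL), and under fry in PDS5AB and WAPL (adjusted p = 0.00151 and 0.00781). In the 5 effects 6, 10, 10, 9 and 5 members were called, and 7, 10, 11, 11 and 5 over the list alone. Among its members Cdx2 rose in the TIR1 line (log2 2.78, SE 0.228, edgeR adjusted p = 9.32e-10), but its level followed library number, from 1.42 to 1.84 CPM in the 3 groups numbered up to 21 and from 2.99 to 10.3 CPM in the other 7. The list's other members include T, which rose in TIR1, WAPL and WAPL-NIPBL (log2 2.02, 1.48 and 0.82). Group means of T also followed library number. They ran from 1.01 to 2.67 CPM in the 3 groups numbered up to 21 and from 3.22 to 15.9 CPM in the other 7. The rise of T in TIR1 thus has the same limit as that of Cdx2. In PDS5AB-NIPBL cells Cdx2 rose by log2 0.69 and T by 0.59 (Cdx2, PDS5AB-NIPBL depletion effect and T, PDS5AB-NIPBL depletion effect; edgeR adjusted p = 0.0111 and 0.015). Cdx2 was not called there without untreated replicate 2 (edgeR adjusted p = 0.0804) or treated replicate 3 (0.0983, with a range of 0.000184 to 0.0983). T was not called without untreated replicate 1 (0.0997), treated replicate 1 (0.0787) or treated replicate 3 (0.0591), with a range of 0.00109 to 0.0997.

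**Figure D5:**
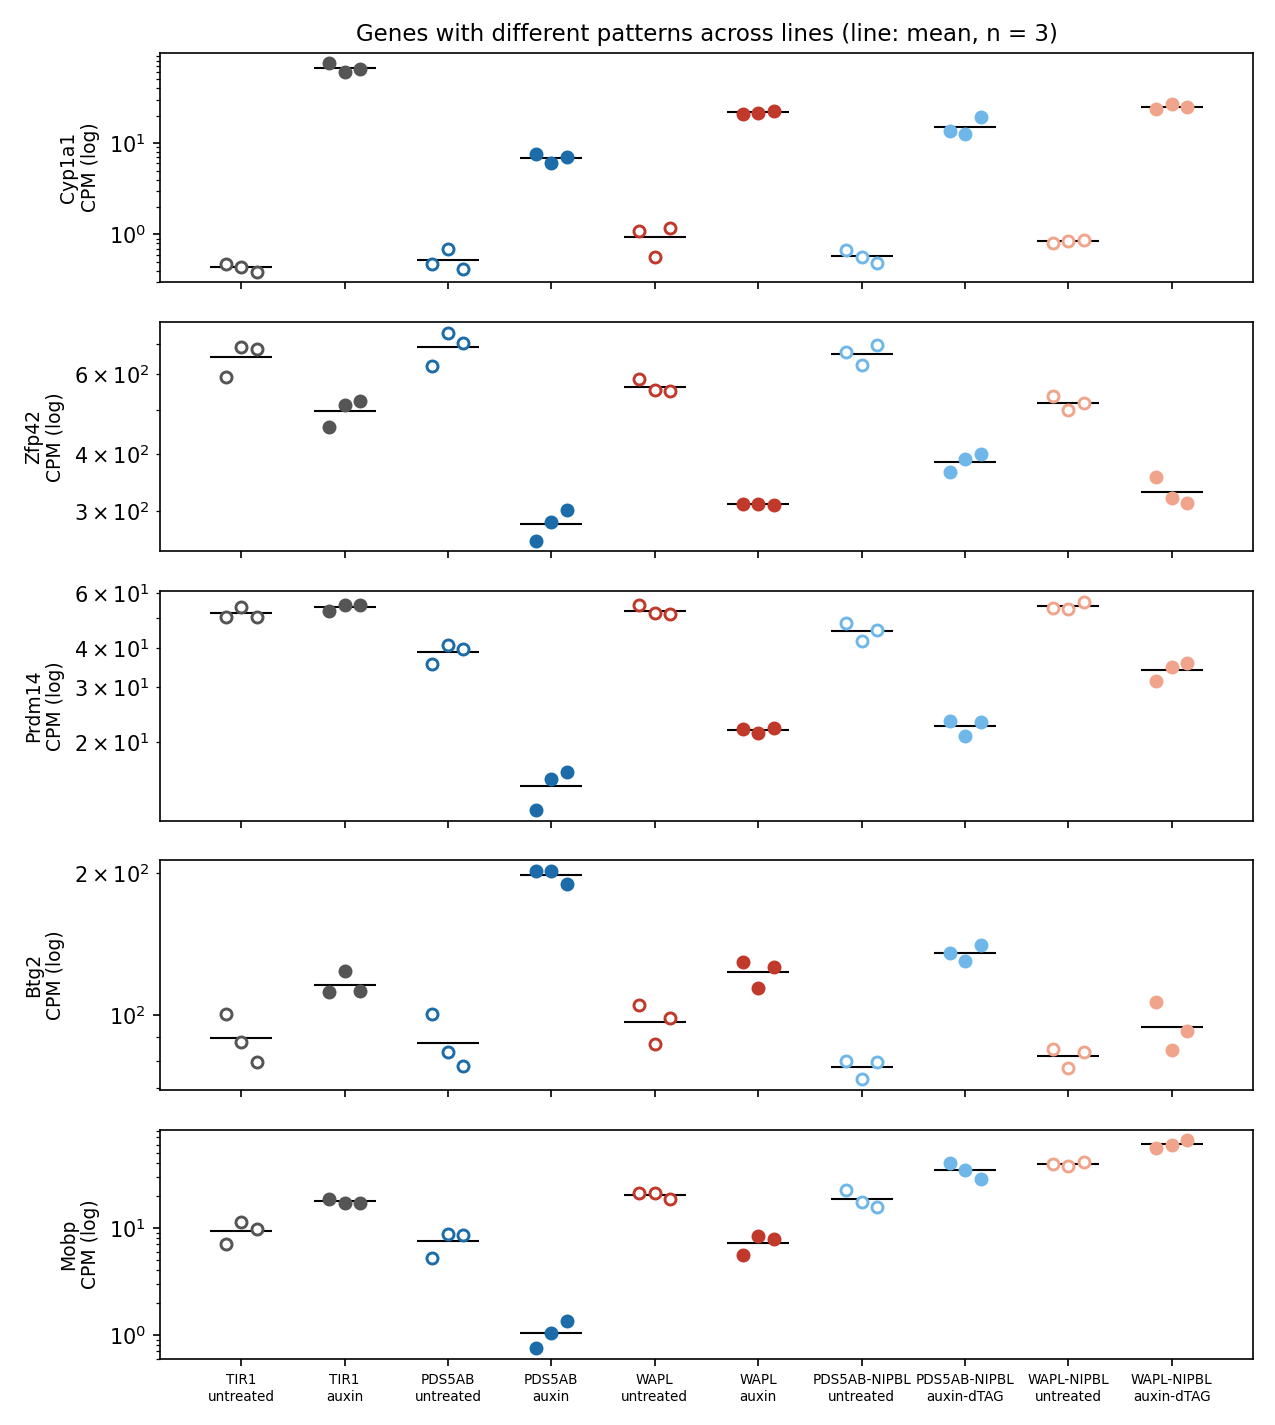
CPM on a log axis for 5 genes in every library; open circles are untreated and filled circles treated libraries, and black lines are group means (n = 3). Cyp1a1 rose in every treated group, Zfp42 and Prdm14 fell in the 4 depletion effects, Btg2 stood highest in treated PDS5AB cells, and Mobp fell in PDS5AB and rose in PDS5AB-NIPBL cells.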

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

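Each result here was singled out because 2 lines' treatment effects differed in a test of the difference itself. The tests of these results against explanations other than the splits of libraries were chosen after the results were seen. No group held enough libraries for an outlier test, and no data outside the comparisons were present.

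The PDS5AB effect differed from the TIR1 effect at 5224 genes and the WAPL effect differed from it at 4122. When treated and untreated labels were redrawn within lines, 7 of 100 splits gave as many genes for PDS5AB and 2 of 100 for WAPL, the real split included. The 6 and 1 other splits all kept or swapped the labels of a whole line, so they still contained that line's effect. Splits that kept neither line gave at most 0 genes, and the largest counts from other splits were 8590 and 6543. Because every other matching split contained a whole line's effect, the shares of all splits neither show nor exclude chance. Among splits that part every same-numbered pair, 4 of 21 gave as many for PDS5AB and 2 of 13 for WAPL. The same limit holds for these shares. Because the TIR1 libraries fall on either side of the break in library numbers, these differences may come from the TIR1 libraries alone. If so, the called genes would not follow the depletion effect of the other single-cofactor line, which shares no library with the difference. Of the genes called for PDS5AB, 83.8% changed the same way in the WAPL effect, and of those called for WAPL, 73.1% changed the same way in the PDS5AB effect. This argues against the TIR1 libraries as the whole source. A partial contribution and different auxin sensitivity of the lines stay open and were not tested.

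Epn3 had the most positive difference between PDS5AB and TIR1, 3.95, with effects of 3.99 and 0.04 on the log2 scale. Mobp had the most negative, -3.76, with effects of -2.84 and 0.92. For WAPL against TIR1, Atp1a4 differed by 4.26 (effects of 2.18 and -2.08) and Scn3a by -4.94 (effects of -4.09 and 0.85). Epn3 was called in the PDS5AB line and not in TIR1 (edgeR adjusted p = 0.962), where untreated replicate 1 stood at 1.36 CPM against 0.396 and 0.390 CPM in the others. Without that library the difference was 3.07 and still called (Epn3, PDS5AB effect minus TIR1 effect; edgeR adjusted p = 0.000829, with a range of 4.46e-20 to 0.000829), so a rise of Epn3 in the control is not excluded. The other 3 were called in both lines with opposite signs, so a difference of library sets remains open for the TIR1 side of each. Atp1a4 and Scn3a overlap a gene on the other strand.

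The PDS5AB-NIPBL effect differed from the PDS5AB effect at 1879 genes, and 7 of 100 splits gave as many, the real split included. The WAPL-NIPBL effect differed from the WAPL effect at 1032 genes, and 13 of 100 splits gave as many. These shares neither show nor exclude chance. All 6 and 12 other splits with as many kept or swapped a whole line's labels. Such splits set the full effect of a line against none or against its opposite, which is larger than a difference between similar effects. The most that a split keeping neither line gave was 1 gene for PDS5AB-NIPBL and 803 for WAPL-NIPBL. The largest counts from other splits were 7054 and 4755. Among splits that part every same-numbered pair, 2 of 12 and 6 of 13 gave as many.

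Lines that already differed before treatment could produce such differences, with genes that start higher falling more. The difference of effects in replicates 2 and 3 would then correlate negatively with the untreated difference in replicate 1. It correlated at 0.110 for PDS5AB-NIPBL and 0.0758 for WAPL-NIPBL, which argues against this. Lower depth of the combined-line libraries would add noise and make changes larger as often as smaller, but 73.3% and 75.4% of genes changed less in the combined line. These genes were called in the other single-cofactor line, a choice that may itself raise the shares. Weaker exposure to auxin would lower the response of aryl hydrocarbon receptor targets. Their median difference was 0.31 for WAPL-NIPBL. For PDS5AB-NIPBL it was 0.89 as fitted and -0.11 with 2 genes near 0 counts set to their bound. The list has 7 tested genes, and some were called higher and others lower in each single-cofactor line, so its median decides nothing. Cyp1a1, which auxin raised in TIR1, rose no less in the combined lines, by log2 4.72 (SE 0.202) against 3.71 (SE 0.210) in PDS5AB and by 4.89 (SE 0.185) against 4.53 (SE 0.180) in WAPL. The differences were not called (edgeR adjusted p = 0.0671 and 0.616). These values argue against a lower response of this gene. The rise of Cyp1a1 at the same dose ran from 3.71 in PDS5AB to 7.24 in TIR1, so its size does not measure exposure across lines, and weaker exposure cannot be told apart from a difference in response in either line. dTAG-13 was given to the combined lines alone and could itself act on these genes, which the design cannot separate. A counteracting effect of NIPBL loss remains a hypothesis, beside clonal differences in response, unequal protein loss and the RAD21 tag, none of them tested.

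Mobp had the most positive difference between PDS5AB-NIPBL and PDS5AB, 3.74, and Cacna1h the most negative, -2.39, rising by 1.82 in PDS5AB and changing by -0.57 in PDS5AB-NIPBL cells. For WAPL-NIPBL against WAPL, Has2 differed by 3.13 and Zscan4a by -2.57. The Zscan4a difference was not called without untreated WAPL-NIPBL replicate 3 (log2 -2.24, edgeR adjusted p = 0.102) or in a fit of the compared groups alone (0.0642). Over all its alternatives adjusted p ran from 0.00189 to 0.102 (Zscan4a, WAPL-NIPBL effect minus WAPL effect). Cacna1h overlaps Tpsg1 on the other strand. Zscan4a is also a multicopy gene with fragments shared among copies. No explanation was tested for single genes.

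The PDS5AB effect differed from the WAPL effect at 2481 genes, and 12 of 100 splits gave as many, the real split included. The 11 other splits again kept or swapped a whole line's labels, so this share neither shows nor excludes chance. The most without that was 1 gene. The largest count from another split was 6460. Among splits that part every same-numbered pair, 3 of 13 gave as many. Differences present before treatment may contribute. The correlation of the difference with the untreated difference from another replicate was -0.128, short of the -0.2 set for this explanation. The effects were measured in different library sets, but each within its own, so an additive set difference cancels. Lrrc15 differed by 4.21 (0.94 in PDS5AB and -3.27 in WAPL) and H19 by -2.35 (-0.66 and 1.69), and H19 overlaps 2 genes on the other strand.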

How the results depend on the processing

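All 14 counts of called genes stayed within 1.5 times their value with RLE size factors, DESeq2, no filter on low counts and fits of the compared groups alone. These settings kept the share of higher calls within 10 percentage points. A minimum change of 2-fold lowered every count by construction, and it turned the larger share from higher to lower in TIR1 (282 and 451), PDS5AB-NIPBL from PDS5AB (88 and 330) and WAPL-NIPBL from WAPL (135 and 155). It turned the larger share from lower to higher in the PDS5AB baseline (1454 and 932) and in WAPL from TIR1 (1070 and 488). The cause was not tested. The treatment effects became 733 (TIR1), 2574 (PDS5AB), 1752 (WAPL), 831 (PDS5AB-NIPBL) and 347 (WAPL-NIPBL). The baselines became 2386 (PDS5AB), 609 (WAPL), 2032 (PDS5AB-NIPBL) and 1376 (WAPL-NIPBL). The differences became 1723 (PDS5AB from TIR1), 1558 (WAPL from TIR1), 418 (PDS5AB-NIPBL from PDS5AB), 290 (WAPL-NIPBL from WAPL) and 741 (PDS5AB from WAPL).

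The replicate block raised counts. In the 4 degron lines, where the numbers pair the samples, it gave 6377 genes for PDS5AB-NIPBL, 4152 for WAPL-NIPBL, 4847 for PDS5AB-NIPBL against PDS5AB, 3070 for WAPL-NIPBL against WAPL and 5422 for PDS5AB against WAPL. All 1702 WAPL-NIPBL calls were among the 4152. The TIR1 replicates share only a number, and there the block fit gave 7065 genes, with 7983 for PDS5AB against TIR1 and 7034 for WAPL against TIR1. The cause of the rise in TIR1 was not tested. Against TIR1 the untreated numbers of the WAPL line and the combined lines do not pair the samples. Untreated PDS5AB and TIR1 libraries of the same number gave correlations of 0.148, 0.0709 and 0.207. Not all exceed 0.1, so pairing stays open there. The baseline counts with a block were within 1.5 times. Among named genes the block added calls for Pds5a and Rad21 in PDS5AB-NIPBL (edgeR adjusted p = 0.000293 and 0.00512) and for Rad21 and Wapl in WAPL-NIPBL (0.0125 and 0.00906), and it changed no other call of a named gene or list for which it was computed. Pds5a in PDS5AB-NIPBL was also called without the filter on low counts (Pds5a, PDS5AB-NIPBL depletion effect; edgeR adjusted p = 0.0237).

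Leaving out each replicate of the compared groups moved a single count by over 1.5 times, that of the WAPL baseline, which ranged from 1598 to 2617. The TIR1 effect ranged from 2711 to 3385 genes, the PDS5AB effect from 8044 to 8570, the WAPL effect from 5322 to 6375, the PDS5AB-NIPBL effect from 2891 to 3329 and the WAPL-NIPBL effect from 1146 to 1355. A fit with fewer libraries has less power. The list tests gave 16 to 17 passes without replicate 1, 2 or 3 of every group, 9 with the estimated correlation, and 21 with fry.

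The correlations kept their sign throughout and moved by more than their single-replicate spread under several settings. With Spearman's rho they were 0.586 for PDS5AB and WAPL, 0.490 for the combined lines and 0.279 for TIR1 and PDS5AB. Over genes called in either effect they were 0.669 (PDS5AB and WAPL), 0.659 (PDS5AB and PDS5AB-NIPBL), 0.639 (WAPL and WAPL-NIPBL), 0.705 (combined lines) and 0.284 (TIR1 and PDS5AB). Over genes with a mean of at least 50 counts the log2 fold change correlation, PDS5AB and WAPL, was 0.680. On these genes the log2 fold change correlation, PDS5AB and PDS5AB-NIPBL, was 0.726, the log2 fold change correlation, WAPL and WAPL-NIPBL, was 0.712, and the log2 fold change correlation, PDS5AB-NIPBL and WAPL-NIPBL, was 0.763. It was 0.372 for TIR1 and PDS5AB and 0.222 for TIR1 and WAPL. The cause of the rise over these gene sets was not tested. The replicate block and RLE size factors moved none of them beyond the spread. Leaving out a replicate gave 0.587 to 0.608 (PDS5AB and WAPL), 0.496 to 0.551 (PDS5AB and PDS5AB-NIPBL), 0.398 to 0.466 (WAPL and WAPL-NIPBL), 0.383 to 0.426 (combined lines), 0.212 to 0.292 (TIR1 and PDS5AB) and 0.113 to 0.174 (TIR1 and WAPL).

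The slopes depended on the genes and the axis. Over genes called in the same single-cofactor line the slope of PDS5AB-NIPBL effect on PDS5AB effect was 0.483 and the slope of WAPL-NIPBL effect on WAPL effect was 0.385. The inverse slope of single-cofactor on combined was 1.02 and 1.12. The ratio of root mean squares, added after seeing the data, was 0.766 and 0.679. Over genes called in both single-cofactor lines with the same sign they stayed within their spread. Leaving out a replicate gave 0.548 to 0.600 and 0.370 to 0.440. The cause was not tested. The direction of attenuation thus rests on the share of smaller changes and the ratio of root mean squares, not on the slope alone. Both used genes called in the other single-cofactor line, and the PDS5AB and WAPL effects correlated at 0.612. That choice can favour genes with large changes on the x axis, so part of the attenuation may come from it.

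Reversals occurred among tagged-gene changes that were not called and lay near 0, when a replicate was left out. Wapl in the WAPL line ranged from -0.15 to 0.045, Nipbl in the PDS5AB-NIPBL line from -0.071 to 0.037, the Pds5b baseline of PDS5AB from -0.026 to 0.10 and the Wapl baseline of WAPL-NIPBL from -0.0078 to 0.072. The cause was not tested. Over single genes and lists, fits leaving out a replicate left 793 results on their side of the threshold, lost 31 calls and gained 0. The 7 reversals were those of the uncalled tagged-gene changes above. Among the losses, Fas in TIR1 lost its call without untreated replicate 2 or treated replicate 3 (edgeR adjusted p = 0.0203 with all libraries, with a range of 0.00345 to 0.135). Fas in WAPL-NIPBL lost it in each of 6 such fits (0.0279, with a range of 0.00603 to 0.0961). Perp in TIR1 lost it without untreated replicate 2 or treated replicate 1 (0.0135, with a range of 1.77e-06 to 0.0605). Fits of the compared groups alone lost 4 calls, DESeq2 lost 1 (Pcdhb3 in PDS5AB, DESeq2 adjusted p = 0.0735) and no filter lost 1 and gained 1. RLE size factors changed 0. The estimated correlation lost 8 of the list results. DESeq2 left the adjusted p missing for up to 4238 genes.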

Other observations

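The splits of libraries and the chromosome, leaky-degron and neighbour tests below were written before their results were seen, and those of library sets and of chromosome Y were chosen only after the results were seen.

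For each of the 5 treatment effects and 4 baselines, 1 of the 10 splits of the 6 libraries gave as many called genes, the real split itself. With 3 libraries against 3 no smaller share is possible, so chance cannot be told apart by this count. The largest count from another split was 104 genes, in the WAPL effect, and 1, in the WAPL baseline. The other 7 comparisons gave 0. For the gene lists, 1 of 100 redrawn labellings gave 17 passing tests, the real one, and the most from another was 15. The median of the redrawn labellings was 8 passing tests, so many tests with the preset correlation pass under labels that mix treated and untreated libraries. Whether the part of the treatment effect left in such labels produces these passes was not tested.

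Untreated degron lines differed from untreated TIR1 cells at 2785 to 6809 genes, more than treatment changed in some lines. A gain or loss of a whole chromosome among 1 to 19 and X would move that chromosome's median log2 fold change by 0.3 or more. The largest distance of a chromosome's median from that of all genes was 0.132 in PDS5AB (chromosome 6), 0.0703 in WAPL, 0.0923 in PDS5AB-NIPBL and 0.0757 in WAPL-NIPBL, which argues against such a change of these chromosomes in most cells. Chromosome Y has 13 tested genes and was examined apart. Its median log2 fold change lay from that of all genes by -1.12 in PDS5AB, where 8 of the 13 were called lower and 1 higher, and by 0.59 in PDS5AB-NIPBL, where 6 were called higher. The distances were 0.222 in WAPL and 0.0555 in WAPL-NIPBL, with 5 genes called higher and 0 lower in each. With so few genes a change of chromosome Y cannot be told apart from none in WAPL and WAPL-NIPBL. A change in copies of chromosome Y may contribute in any of the 4 lines, but only to genes on that chromosome. A leaky degron, with protein lost before treatment, could make an untreated line resemble a depleted one. The PDS5AB baseline correlated across genes with the PDS5AB-NIPBL depletion effect at 0.147. The WAPL, PDS5AB-NIPBL and WAPL-NIPBL baselines correlated with the PDS5AB depletion effect at 0.0947, 0.00243 and -0.0320. All lie under the 0.2 set in advance. The correlation that a leak would give is not known, so values under this mark do not exclude leaky loss of PDS5A and PDS5B. On the first principal component the treated libraries of every degron line lay below its untreated ones. There untreated PDS5AB libraries lay from -53.69 to -47.56 and untreated TIR1 libraries from 25.36 to 31.65. A leak in PDS5AB, or a difference of that line unrelated to a leak, could give such values. Leaky loss of WAPL or NIPBL was not tested against an effect of losing that protein, so it is not excluded. Clonal drift and, for the 3 lines numbered from 25, the library set stay open.

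The auxin effect in TIR1 cells called 3962 genes, although the line has no degron target. If a difference between library sets contributed, TIR1 fold changes would follow the difference between the untreated WAPL, PDS5AB-NIPBL and WAPL-NIPBL lines and the untreated PDS5AB line, which uses no TIR1 library. The correlation across genes was 0.240, above the 0.2 taken as the mark, so part of the TIR1 effect may be a set difference. The induction of Cyp1a1 is not of this kind, since it also rose within a set in all 4 degron lines. In all, 59 genes fully separated the libraries of the 3 groups numbered up to 21 from all others and differed 2-fold or more on average. Gm13577 was among them, and 47 of the 59 were called in the TIR1 effect. Of 120 choices of 3 groups, 6 gave as many, the sets included, and the largest other choice (both PDS5AB groups with auxin-treated WAPL) gave 169. Both PDS5AB groups with untreated PDS5AB-NIPBL also gave 59, and the median of the other choices was 0. So the number of separated genes does not single out the library sets. Because the labels name no sets and each group lies wholly in one, a set difference cannot be told apart from differences between groups by this count.

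Neighbouring genes changed together in all 5 effects. The Spearman correlation of log2 fold changes over 16534 adjacent pairs of genes that do not overlap was 0.114 in TIR1, 0.157 in PDS5AB, 0.151 in WAPL, 0.121 in PDS5AB-NIPBL and 0.0953 in WAPL-NIPBL. The highest value in 1000 shuffles of gene order was between 0.0268 and 0.0314. Coordinated change of neighbourhoods through cohesin could raise the value in depleted cells, and 0.05 above the TIR1 value was required. The PDS5AB and WAPL values exceeded TIR1 by less than that, so a neighbourhood effect specific to cofactor loss was not detected by this measure.

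Mir6236, Gm15564 and Gm25911 varied widely between replicates of some groups. Mir6236 stood at 182 CPM in treated PDS5AB-NIPBL replicate 2 and at 14.2 and 18.2 CPM in replicates 1 and 3, and at 325 CPM in untreated TIR1 replicate 1. Gm15564 stood at 38.3 CPM in the same PDS5AB-NIPBL library, against 2.92 and 4.58 CPM, and at 93.9 CPM in the same TIR1 library.

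Among list genes, Cdx2 and Dppa3 rose in the TIR1 line alone by over 2-fold (log2 2.78 and 1.51). Cdx2 is among the 59 genes that separate the library sets, so its rise in TIR1 has the limit given for Gm13577. Dppa3 fell in WAPL cells (log2 -0.77, edgeR adjusted p = 0.0044). That fall was not called without untreated WAPL replicate 1 (log2 -0.55, edgeR adjusted p = 0.0639) or without auxin-treated WAPL replicate 3 (log2 -0.55, edgeR adjusted p = 0.0558). Over all alternatives adjusted p ran from 3.72e-06 to 0.0639 (Dppa3, WAPL depletion effect). The remaining list genes named by the rule were Pax6, which rose in WAPL (log2 3.22), Perp in PDS5AB (1.26), Fas in PDS5AB (2.15), Hdac8 in WAPL (-0.82), Zscan4e in WAPL (2.71) and Pcdhb3, at least 4.20-fold higher in PDS5AB. Pcdhb3 had a mean of 1.63 counts and was not called by DESeq2 (adjusted p = 0.0735). Pax6 and Hdac8 each overlap 1 gene on the other strand, and Zscan4e is a multicopy gene, so these levels are uncertain.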
